A study of Homo sapiens with 11 samples. Its data were reported in "Integrated analysis of microRNA and mRNA expression and association with HIF binding reveals the complexity of microRNA expression regulation under hypoxia" (2014).

How the data were processed

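Total RNA of MCF-7 cells, an established line derived from a human breast adenocarcinoma, was measured on 11 one-colour Agilent human microRNA arrays (version 2 of the design). Per the labels, 3 arrays held RNA of cells kept in 21% oxygen (normoxia, collected at 48 h) and the others held RNA of cells kept in 1% oxygen for 16 h (2 arrays), 32 h (3 arrays) or 48 h (3 arrays). RNA was dephosphorylated and its 3' ends were ligated to Cy3, so that 1 colour was read per array. Each array carried probes for 723 human and 76 viral microRNAs, named as in miRBase 10.1, at a median of 16 spots per human microRNA.

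For each array there was a file of spots and a file of microRNAs. Per the file headers, the spot file held the mean intensity of each spot, the median intensity of its local background and a processed intensity with the background taken away. The labels name Agilent Feature Extraction 9.5.1 for this step, whereas the file headers give 10.5.1.1 as the version of each step of the protocol. The microRNA file held the Total Gene Signal, which the authors made by summing the background-subtracted intensity over the probes of a microRNA, with its error and a detection flag. The series table deposited by the authors held log2 values after variance stabilization (VSN) of the Total Gene Signal. For each of the 11 arrays, 1 inverse hyperbolic sine function of the Total Gene Signal, plus an offset of 1.23 shared by all arrays, gave the deposited values to within 1e-07.

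The analysis started from the Total Gene Signal. VSN was written anew in R 4.3.3, since its package was not at hand, as a maximum likelihood fit with a share of 0.9 of the microRNAs kept in each of 7 rounds; it was fitted to human and viral microRNAs, and its values are on a generalized log2 scale that flattens towards the background. After taking out an offset of 0.0236 common to all arrays, the largest difference from the deposited values over the tested microRNAs was between 0.0162 and 0.0332 per array. A microRNA counted as detected on an array where the Total Gene Signal was above its error. Human microRNAs detected on at least 2 arrays of any group were tested, which left 303 of 723; 242 were detected on all arrays and 331 on none.

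Differences were tested with limma 3.58.1 (lmFit, then eBayes) in 1 model of 4 groups, which gave 7 residual degrees of freedom, a prior SD of 0.0928 with 3.02 prior degrees of freedom and a median residual SD of 0.0996. Each hypoxia time was set against normoxia, and the hypoxia times were set against each other. All p-values are two-sided. Those of single human microRNAs are adjusted by Benjamini and Hochberg over the 303 tested, with 0.05 as the threshold. Fold changes are given with their moderated SE. For viral microRNAs, fit and adjustment were made in a separate run of the model. It held the 303 human and the 16 viral microRNAs past the filter. Where no array of a group had a spot well above background, a fold is given only as a bound, set at the lowest value of a human microRNA that had such a spot and the detection flag on that array (2.78 to 3.22 on the log2 scale), and no fold is given where this held for both groups. On simulated data with the groups, levels and spread of the 48 h comparison (303 microRNAs, 60 of them changed, 20 datasets), the same steps recovered 64.5% of changes of 0.30 log2, 93.2% of changes of 0.50 and 98.8% of changes of 1; 3.73% of the calls were false. Lists of 20 shifted by 0.20 were called in 20 of 20 datasets, and unchanged lists in 0. The simulated noise was independent between microRNAs and held no slide effect, unlike the spread within groups on the real arrays. These rates therefore need not hold for microRNAs that vary together.

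All choices below were fixed before the data were examined unless stated otherwise. For each hypoxia time, named microRNAs were the 10 with the largest rise and the 10 with the largest fall among those past the threshold whose hypoxia arrays all lay on one side of all normoxia arrays. In addition, hsa-miR-210, hsa-miR-27a, hsa-miR-23a, hsa-miR-24, hsa-miR-30b, hsa-miR-30d, both arms of hsa-miR-145 and hsa-miR-222, and hsa-miR-29b-1* were always named, with up to 4 members of each list by adjusted p at 48 h and up to 5 in each direction between times. The 16 lists included the HIF-bound clusters that the study singled out. Further lists were microRNAs the study called higher and those it called lower by sequencing at multiple times, where the array holds their names. There were also earlier hypoxia screens, the miR-17 clusters, the let-7, miR-30, miR-200, miR-29 and miR-15/16 families and p53-linked microRNAs. The rest were the clusters at Xp11.23, 14q32 and 19q13, markers of other cell types and serum, and G-rich microRNAs. Members of the G-rich list were set by name, without a check of their sequences. Each list was tested against all other tested microRNAs by camera with a preset correlation of 0.01, beside camera with an estimated correlation and fry, with adjustment over the 16 lists of a time.

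Positions are those of the probe targets in hg18, as the array design gives them. Gene symbols around them were taken by name from RefSeq for GRCh38.p14, in which 72 of the 82 microRNAs named by the rule matched 1 gene; coordinates of that build were not used. The arrays lay on 2 slides, each scanned once, with 7 arrays on slide 1 (2 normoxia, 1 at 16 h, 2 at 32 h, 2 at 48 h) and 4 on slide 2 (1 of each group), so each comparison was also run with slide as a term and within slides. The main model did not pair arrays by replicate number, and whether these numbers name cultures handled together could not be told. Over the 15 pairs of arrays with the same number, the correlation of values centred by group ran from -0.743 to 0.763. Its sign followed the slides. All 24 pairs from different groups on 1 slide were above 0, and all 21 pairs on different slides were below 0. With slide taken out, the 15 values ran from -0.378 to 0.466. Of the 3 pairs of normoxia with 48 h, 2 were then above 0.1. These values do not settle whether the arrays are paired.

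Alternatives were other scalings (75th percentile over all microRNAs or over those detected on all arrays, quantile, VSN fitted to detected microRNAs or with a share of 0.5, the deposited table), other starting values (normexp with an offset of 50 on the spots, processed spot intensity), other detection filters, only the groups compared, an intensity trend, array weights, blocks by replicate number, slide or scan, leaving out each array, and stricter thresholds. Added after seeing the data were no scaling between arrays, slide 1 alone, counts without the G-rich list and other summaries of the summed signal. To weigh scaling between arrays, settings that kept the Total Gene Signal were compared, with 2 scores per array for the spread (the median over members less that over all tested microRNAs, of values centred per microRNA and of uncentred ones), both tried after seeing the data. The floor before taking logs was 1. Arrays have no counting depth, so their number limits the precision. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 read the files, statmod 1.5.0 served limma, and matplotlib 3.10.9 drew the figures.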

Results

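The arrays asked which mature microRNAs change in MCF-7 breast adenocarcinoma cells as exposure to 1% oxygen lengthens from 16 to 32 and 48 h. They held 3 replicates of normoxia, 2 of 16 h, 3 of 32 h and 3 of 48 h. All normoxia arrays carried the 48 h label, so culture time was matched to normoxia for the last time only. On each array 18.1% to 21.2% of the 12784 microRNA spots were well above background, none were saturated, and 270 to 321 of the 723 human microRNAs were detected. The summed Total Gene Signal of human microRNAs ran from 40427 to 68215 per array, of which hsa-miR-21, a microRNA abundant in many tumours, took 34.1% to 38.5%. Across the 303 tested microRNAs, Pearson's r between arrays was 0.993 to 0.998 within groups and 0.985 to 0.997 between groups, though microRNAs are not independent replicates. The part of the spread within groups that followed the slides was large: its leading component held 64.7% of that spread and parted the slides in every group, and 49 microRNAs differed between slides.

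hsa-miR-210, the microRNA most firmly tied to the hypoxia response and a target of the hypoxia inducible factor (HIF), rose at every time and by more the longer the exposure. Its normalized intensity was 6.20 ± 0.07 (SD, n = 3) in normoxia, 7.92 ± 0.02 (n = 2) at 16 h, 8.55 ± 0.04 (n = 3) at 32 h and 8.83 ± 0.06 (n = 3) at 48 h. These correspond to 3.29-fold, 5.07-fold and 6.18-fold higher levels. Its probe target lies on chromosome 11 (558112 to 558127, hg18), and RefSeq places it in the host transcript MIR210HG. Within slide 1 the log2 fold changes were 1.74, 2.34 and 2.65, and within slide 2 they were 1.69, 2.35 and 2.59. Of all settings, normexp with quantile normalization on spots gave the smallest rises, of 1.89-fold, 2.58-fold and 2.83-fold.

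**Figure D1:**
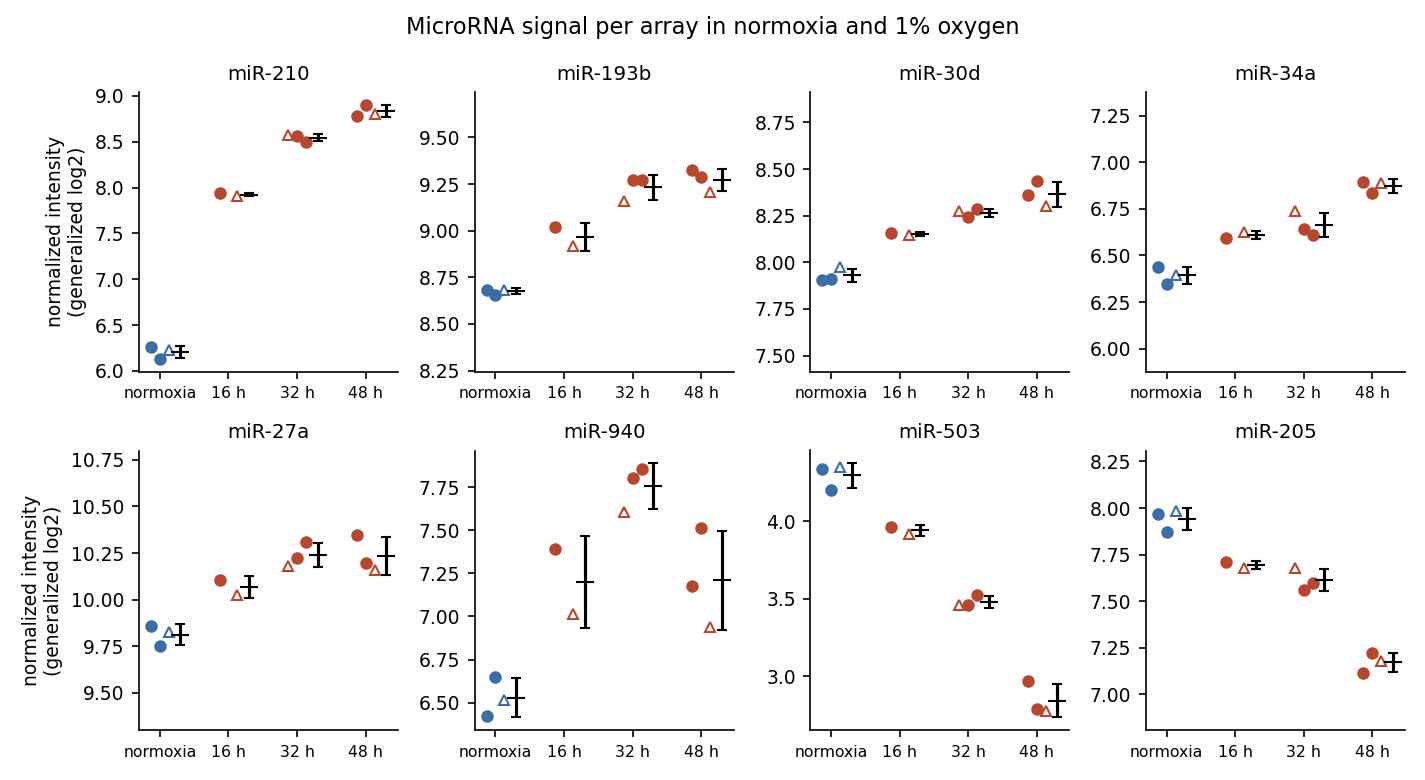
Normalized intensity (generalized log2) of 8 microRNAs on each array, in normoxia and after 16, 32 and 48 h of 1% oxygen. Filled circles are arrays of slide 1, open triangles those of slide 2, while bars give the mean ± SD, and hsa-miR-210 rises from 6.20 to 8.83 and hsa-miR-503 falls from 4.29 to 2.84, near the background.

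At 16 h rises made up 63.6% of the calls, but 21.4% under scaling to the 75th percentile of microRNAs detected on all arrays and 40% on processed spot intensity. After hsa-miR-210, the largest rises were those of hsa-miR-629* (1.92-fold higher, log2 fold change 0.94 ± 0.11 SE, adjusted p = 0.00099), which overlaps TLE3, hsa-miR-135a* (log2 0.79, adjusted p = 0.0499) and hsa-miR-134 (1.63-fold higher, 0.71 ± 0.09, adjusted p = 0.0011), from the imprinted cluster at 14q32. hsa-miR-636, which lies in the splicing factor gene SRSF2, was 1.61-fold higher and hsa-miR-940 1.59-fold higher. Smaller rises were seen for hsa-miR-193b (log2 0.29 ± 0.06), hsa-miR-30b (0.26 ± 0.06), hsa-miR-30d (0.22 ± 0.06) and hsa-miR-34a (0.22 ± 0.06), although the signs of the last 2 turned under that percentile scaling and that of hsa-miR-193b under both spot-based alternatives. Among microRNAs well above background on all arrays of both groups, the falls were led by hsa-miR-23b* (log2 -0.56 ± 0.10), hsa-miR-20a* (-0.47 ± 0.08), hsa-miR-181a* (-0.46 ± 0.11) and hsa-miR-503 (-0.35 ± 0.07). hsa-miR-27a did not pass at this time (log2 0.25 ± 0.07, adjusted p = 0.0541), but did with slide as a term (adjusted p = 0.0273).

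At 16 h, limma called 21 of the 303 tested microRNAs higher and 12 lower than in normoxia. Of these, 8 rose and 0 fell by at least 1.5-fold. Over all tested microRNAs, 65 had an unadjusted p under 0.05. In 36.0% of microRNAs the hypoxia and normoxia arrays did not overlap, where chance gives 20%. With slide as a term 26 were higher and 16 lower, and slide 1 alone gave 11 and 1. All 33 calls had the same sign within each slide. These counts rested on few arrays: they were 4 and 1 without 16 h replicate 2, 9 and 6 without 16 h replicate 1, 7 and 3 without normoxia replicate 1, and 7 and 5 without normoxia replicate 2. Over the other scalings, filters and starting values they ran from 3 to 68 higher and from 2 to 13 lower. Under scaling to the 75th percentile of microRNAs detected on all arrays the median of all tested microRNAs was -0.23, -0.17 and -0.18 log2 at 16, 32 and 48 h, and without any scaling it was 0.21, 0.21 and 0.20, so directions here are relative to the median of the tested microRNAs.

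By 32 h more microRNAs had passed the test, with the largest rises in hsa-miR-210, hsa-miR-629* (2.73-fold, log2 1.45 ± 0.10), hsa-miR-940 (2.34-fold, 1.22 ± 0.15), hsa-miR-134 (2.24-fold, 1.17 ± 0.08), hsa-miR-636 (2.06-fold, 1.04 ± 0.10) and hsa-miR-663 (2.05-fold, 1.03 ± 0.11). hsa-miR-940, hsa-miR-663 and hsa-miR-1225-5p (1.82-fold) belong to the G-rich list, whose array signal can come from other RNA. For hsa-miR-629*, hsa-miR-134 and hsa-miR-636, which are not on that list, signal from other RNA was not tested. Members of the clusters with a HIF binding site nearby also rose: hsa-miR-30b (1.39-fold) and hsa-miR-30d (1.26-fold), which share the ZFAT locus, and hsa-miR-27a (1.34-fold, log2 0.43 ± 0.07, adjusted p = 0.00097) of the MIR23AHG transcript. hsa-miR-193b, described as a brake on breast tumour growth, was 1.47-fold higher. The largest falls were in hsa-miR-503 (log2 -0.81 ± 0.07, 1.76-fold lower), hsa-miR-744 (-0.65 ± 0.11, 1.57-fold lower) from MAP2K4, hsa-miR-23b* (-0.53 ± 0.09) and hsa-miR-18a (-0.51 ± 0.07) of the MYC-driven MIR17HG cluster.

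At 32 h, limma called 45 microRNAs higher and 33 lower. Of these, 12 rose and 2 fell by at least 1.5-fold, 6 rose and 0 fell by at least 2-fold. An unadjusted p under 0.05 was found for 115. Groups did not overlap for 41.6% of microRNAs, where chance gives 10%. With slide as a term 57 were higher and 51 lower, slide 1 alone gave 32 and 14, and all 78 calls had the same sign within each slide. Without normoxia replicate 3, 20 were lower. Over the other scalings, filters and starting values, 20 to 123 were higher and 5 to 44 lower, and the share of calls that were higher (57.7%) was 33.9% under the percentile scaling and 46.2% on processed spot intensity.

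At 48 h hsa-miR-210 stood furthest from normoxia, and the other microRNAs that rose included hsa-miR-134 (1.84-fold, log2 0.88 ± 0.08), hsa-miR-940 (1.60-fold), hsa-miR-629* (1.59-fold), hsa-miR-193b* (1.53-fold, 0.61 ± 0.06) and hsa-miR-193b (1.51-fold, 0.60 ± 0.06), both arms of the MIR193BHG precursor, and hsa-miR-574-3p (1.51-fold, 0.60 ± 0.08). hsa-miR-34a and hsa-miR-34b*, whose genes are induced by p53, were 1.39-fold and 1.45-fold higher. From the HIF-bound clusters, hsa-miR-30b (1.46-fold), hsa-miR-30d (1.35-fold), hsa-miR-27a (1.34-fold) and hsa-miR-23a (1.25-fold) rose together. hsa-miR-24 rose too (1.14-fold, limma adjusted p = 0.0189), but its sign turned under quantile normalization. The study states that hsa-miR-24 is also encoded outside this cluster, and it detected no change of it under hypoxia in these cells. The falls were deepest for hsa-miR-503, which was at least 2.42-fold lower, since no 48 h array had a spot of it well above background (fitted log2 -1.45 ± 0.07, from -3.00 to -0.20 over the settings). hsa-miR-149 of the GPC1 locus was 1.79-fold lower (-0.84 ± 0.08), hsa-miR-205, a repressor of the ZEB transcription factors, 1.70-fold lower (-0.77 ± 0.06) and hsa-miR-424, the neighbour of hsa-miR-503, 1.67-fold lower (-0.74 ± 0.07). hsa-miR-205 was also lower at 16 h (log2 -0.25 ± 0.06) and 32 h (-0.33 ± 0.06), with the sign turned at these earlier times when no scaling was applied. hsa-miR-221 fell 1.34-fold (-0.42 ± 0.08), while hsa-miR-222 from the same locus was at -0.21 ± 0.08 and did not pass (adjusted p = 0.0655), but did with slide as a term (adjusted p = 0.0266).

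At 48 h, limma called 44 microRNAs higher and 28 lower. Of these, 10 rose and 5 fell by at least 1.5-fold, 1 rose and 1 fell by at least 2-fold. There were 106 with an unadjusted p under 0.05. Groups did not overlap for 40.3% of microRNAs, where chance gives 10%. With slide as a term 56 were higher and 43 lower, slide 1 alone gave 38 and 19, and all 72 calls had the same sign within each slide. Without 48 h replicate 3, 18 were lower. Over the other scalings, filters and starting values, 15 to 107 were higher and 8 to 41 lower, and the share of calls that were higher (61.1%) was 26.8% under the percentile scaling and 41.2% on processed spot intensity.

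**Figure D2:**
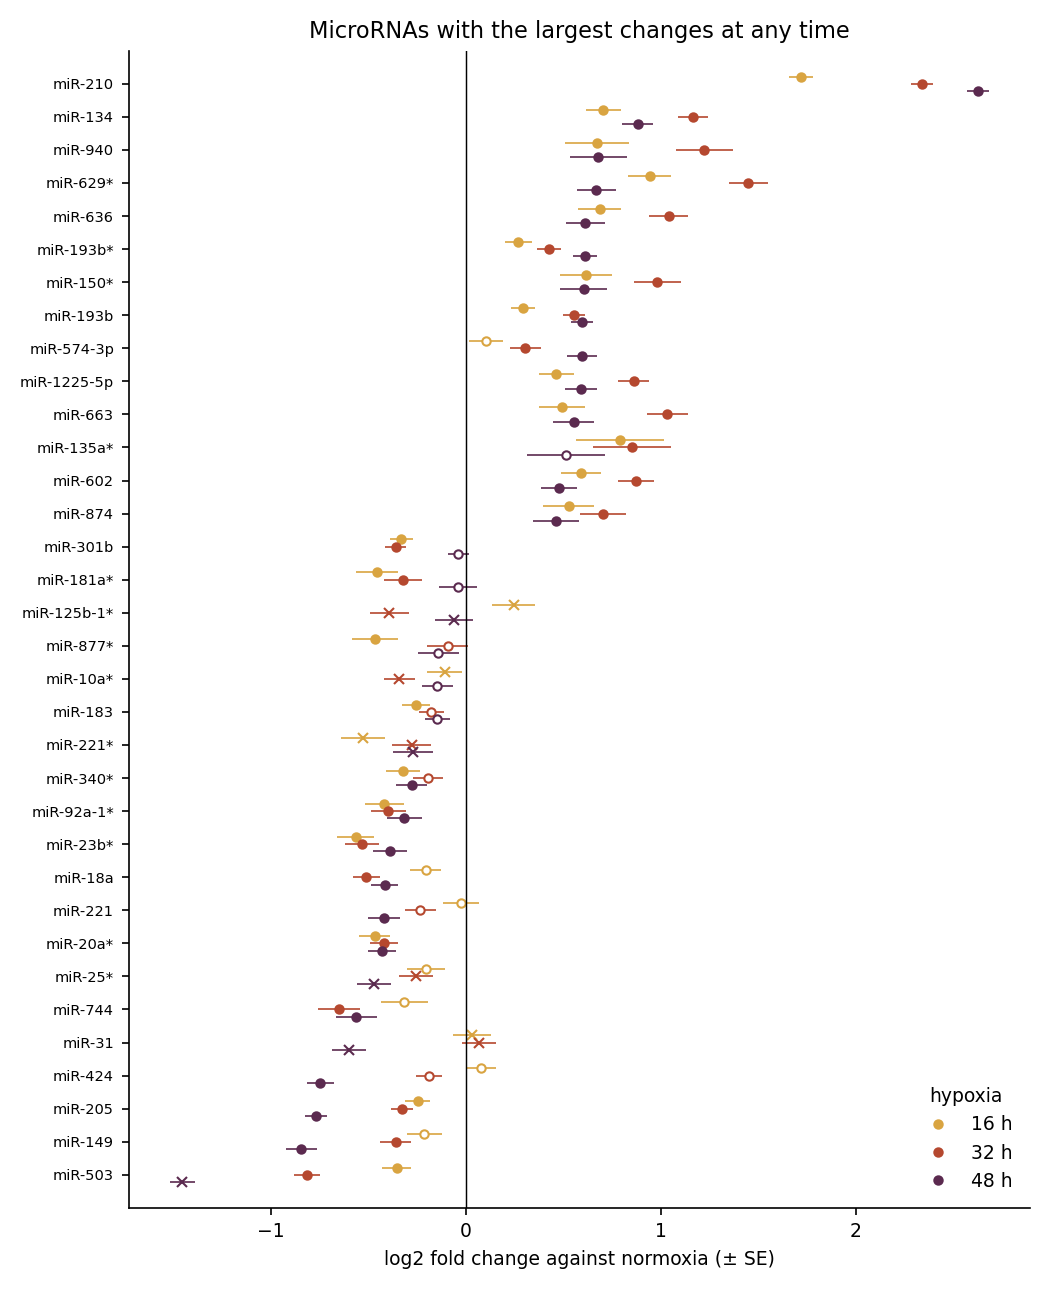
Log2 fold change against normoxia (± SE) of the microRNAs with the largest changes at 16, 32 and 48 h. Filled circles passed the adjusted p threshold, open circles did not, and crosses mark comparisons in which a group had no array with a spot well above background, whose folds are bounds or not given; hsa-miR-210 reaches 2.63 at 48 h.

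The fall of hsa-miR-424 and hsa-miR-503 at 48 h extended to their neighbours on Xq26. Within 10 kb of hsa-miR-503 (chromosome X, 133508067 to 133508084, hg18) there were 6 tested microRNAs, and 1, 2 and 4 of them fell at 16, 32 and 48 h. At 48 h hsa-miR-542-3p fell by 0.39 ± 0.07 (adjusted p = 0.0024) and hsa-miR-450a by 0.29 ± 0.09 (adjusted p = 0.0355) on the log2 scale, while hsa-miR-542-5p (-0.26 ± 0.14) and hsa-miR-424* (-0.12 ± 0.09) did not pass. With slide as a term hsa-miR-542-5p passed as well (adjusted p = 0.00535), so that 5 of the 6 fell. RefSeq places hsa-miR-424 and hsa-miR-503 in MIR503HG, beside MIR450A1, MIR450A2, MIR450B and MIR542. The region and its 4 other members were chosen after their values were seen. The median of the 6 at 48 h was -0.34 in slide 1 and -0.36 in slide 2.

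**Figure D3:**
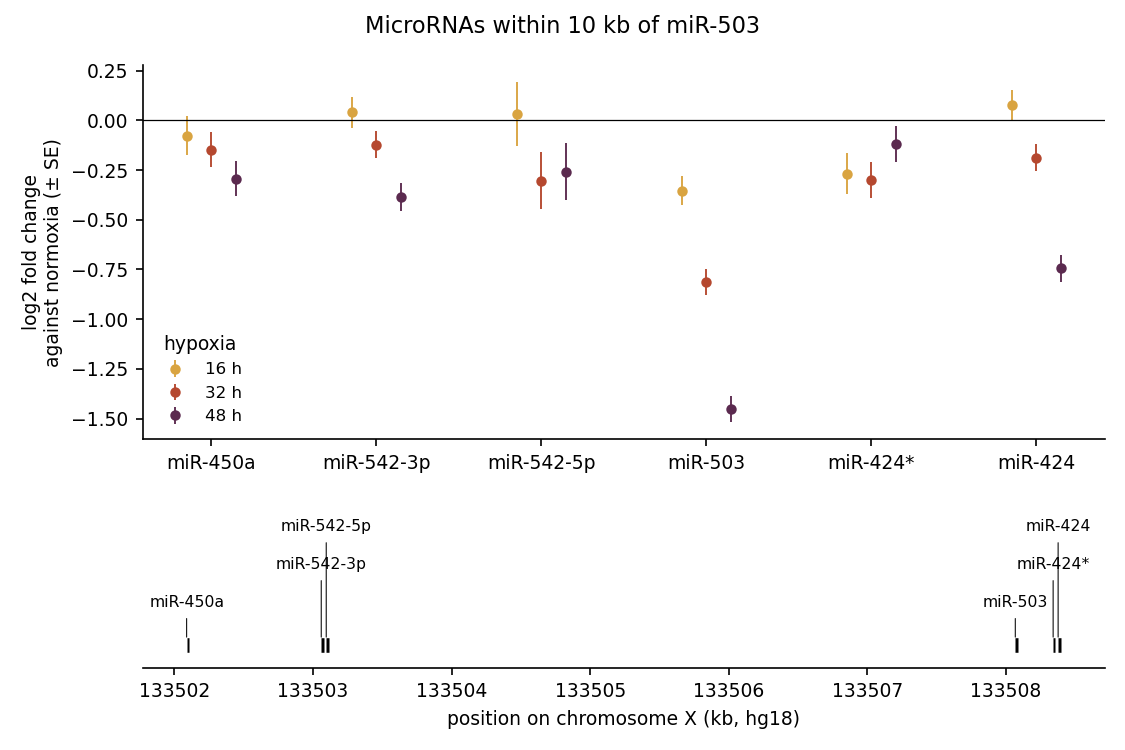
Log2 fold change against normoxia (± SE) of the 6 tested microRNAs within 10 kb of hsa-miR-503, in the order of their positions on chromosome X (hg18, lower map, in kb). At 48 h all 6 lie below 0, with hsa-miR-424* nearest to it (-0.12), and the point of hsa-miR-503 is a fitted value, as none of its 48 h arrays had a spot well above background.

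The microRNAs of HIF-bound clusters (9 tested of 11) belong to loci that the study singled out among those near HIF binding sites, partly for their rise in the same cells, so their values are not independent evidence. Under scaling to the 75th percentile of microRNAs detected on all arrays (the percentile scaling), the 16 h median was -0.01 where that of all tested microRNAs was -0.23, and camera did not call the list at that time (adjusted p = 0.105). Of them, 3, 4 and 6 rose at 16, 32 and 48 h and 0 fell, with medians of 0.16, 0.24 and 0.33 log2 (camera adjusted p = 0.0285, 0.0143 and 0.0010, against 0.255, 0.253 and 0.139 with an estimated correlation). Adjusted over the list alone, 4, 4 and 6 rose, and 0, 1 and 0 fell. hsa-miR-27a at 16 h and hsa-miR-23a at 32 h passed as well with slide as a term (limma adjusted p = 0.0273 and 0.00724). The p53-linked list (6 tested of 13) moved upwards, but was not called at 16 h under the percentile scaling (camera adjusted p = 0.279). In it 2, 5 and 6 rose and 0 fell, with medians of 0.17, 0.29 and 0.37 (camera adjusted p = 0.0288, 0.0080 and 0.00064, against 0.281, 0.253 and 0.139 with an estimated correlation), and 3, 6 and 6 rose when adjusted over the list alone. Besides hsa-miR-34a and hsa-miR-34b*, its members at 48 h included hsa-miR-192 (log2 0.38 ± 0.07) and hsa-miR-215 (0.30 ± 0.06). In the miR-30 family (5 tested), 2, 3 and 2 rose and 0 fell, with medians of 0.17, 0.17 and 0.23 (camera adjusted p = 0.0377, 0.0358 and 0.0142, against 0.255, 0.272 and 0.173 with an estimated correlation); adjusted over the list alone, 3 rose at each time. The calls of the family at 16 and 32 h were lost with slide as a term (camera adjusted p = 0.102 and 0.0592), and they held in 13 and 16 of 30 settings. At 48 h neither hsa-miR-30e (0.23 ± 0.08) nor hsa-miR-30a (0.10 ± 0.06) passed, although hsa-miR-30e did with slide as a term (adjusted p = 0.0203).

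The miR-17 clusters, oncogenic polycistrons driven by MYC, moved down at 32 and 48 h relative to the other microRNAs, although without scaling between arrays their medians were 0.14 and 0.14, below the shift of all microRNAs under that setting. Of 18 tested members, 2, 6 and 5 fell at 16, 32 and 48 h and 0, 1 and 0 rose, with medians of 0.01, -0.15 and -0.13. camera called the shift at 32 h (adjusted p = 0.0143) and 48 h (0.0054) but not at 16 h (0.217, where the mean was -0.07 and so differed in sign from the median). With an estimated correlation the adjusted p were 0.253 and 0.139, and adjusted over the list alone 2, 8 and 5 fell and 0, 1 and 0 rose. At 48 h most of the members that fell were passenger strands, such as hsa-miR-20a* (log2 -0.43 ± 0.07), hsa-miR-17* (-0.36 ± 0.06) and hsa-miR-92a-1* (-0.31 ± 0.09, near the background), with hsa-miR-18a (-0.41 ± 0.07) beside them, and the member that rose was hsa-miR-92a (0.19 at 32 h).

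The list from earlier hypoxia screens (19 tested) had 2, 6 and 8 members that rose and 1, 3 and 0 that fell, with medians of 0.06, 0.05 and 0.07. Under the percentile scaling these were -0.18, -0.08 and -0.11, where the medians of all tested microRNAs were -0.23, -0.17 and -0.18. camera called it at 16 h (adjusted p = 0.0495) and 48 h (0.0076) but not at 32 h (0.162), and with an estimated correlation the adjusted p were 0.255, 0.139 and 0.316 in that order. The call at 16 h was lost with slide as a term (camera adjusted p = 0.102) and held in 7 of 30 settings. Adjusted over the list alone, 3, 7 and 8 rose and 1, 3 and 1 fell. The lists share members, so their calls are not separate evidence. hsa-miR-210 is in this list, the HIF-bound clusters and the microRNAs called higher by sequencing. hsa-miR-27a, hsa-miR-23a, hsa-miR-24 and hsa-miR-30b are in this list and the HIF-bound clusters. hsa-miR-192, hsa-miR-194 and hsa-miR-215 of the p53-linked list are also among the microRNAs called higher by sequencing. The members of the miR-30 family that rose at 16 h and 48 h, hsa-miR-30b and hsa-miR-30d, are both in the HIF-bound clusters. hsa-miR-23a* is in the HIF-bound clusters and among those called lower by sequencing. Other members are shared as well. At 48 h the mean of this list was 0.27, well above its median. hsa-miR-181a (log2 0.37 ± 0.06) and hsa-miR-195 (0.31 ± 0.06) were among those that rose at 48 h, and hsa-miR-106a (-0.30) and hsa-miR-103 (-0.19, sign turned without scaling) were among those that fell at 32 h. Among microRNAs that the study called higher by sequencing at multiple times, 25 had a probe set under their name on the array. The 14 tested had 3, 6 and 5 that rose and 0 that fell, with medians of 0.08, 0.20 and 0.14. For these, camera gave adjusted p = 0.0288, 0.0086 and 0.0054, against 0.255, 0.253 and 0.172 with an estimated correlation. Of those the study called lower at multiple times, 22 were on the array. Of the 17 tested 3, 3 and 2 fell, among them hsa-miR-23b* and hsa-miR-92a-1*, with medians of -0.13, -0.11 and -0.12. At each time 1 rose, which was hsa-miR-940. The camera adjusted p were 0.0288, 0.123 and 0.0975, against 0.255, 0.273 and 0.239 with an estimated correlation. MicroRNAs that the study called by sequencing at a single time are in neither list. The study chose both lists by sequencing RNA of the same time course, so neither their camera results nor their counts are independent evidence. With adjustment over the list alone, 3, 7 and 5 of the higher list rose and 0 fell. Of the lower list 3, 3 and 2 fell and 1 rose at each time. hsa-miR-145, hsa-miR-145* and hsa-miR-222* were detected on 0 of the 11 arrays, and hsa-miR-29b-1* did not pass at any time (log2 -0.41, -0.30 and -0.39; adjusted p = 0.120, 0.115 and 0.0549), but was called lower in 2, 2 and 8 of 30 settings, at 48 h also with slide as a term (adjusted p = 0.0303).

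The median of the sequencing-higher list turned to -0.02 at 32 h without the detection filter. hsa-miR-203 (log2 0.29 at 16 h), hsa-miR-194 (0.29 at 48 h), hsa-miR-34a* (0.25 at 32 h), hsa-miR-424* (-0.30 at 32 h), hsa-miR-92a, hsa-miR-103 and hsa-miR-106a stand outside the rule for named microRNAs, and were named after their values were seen.

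**Figure D4:**
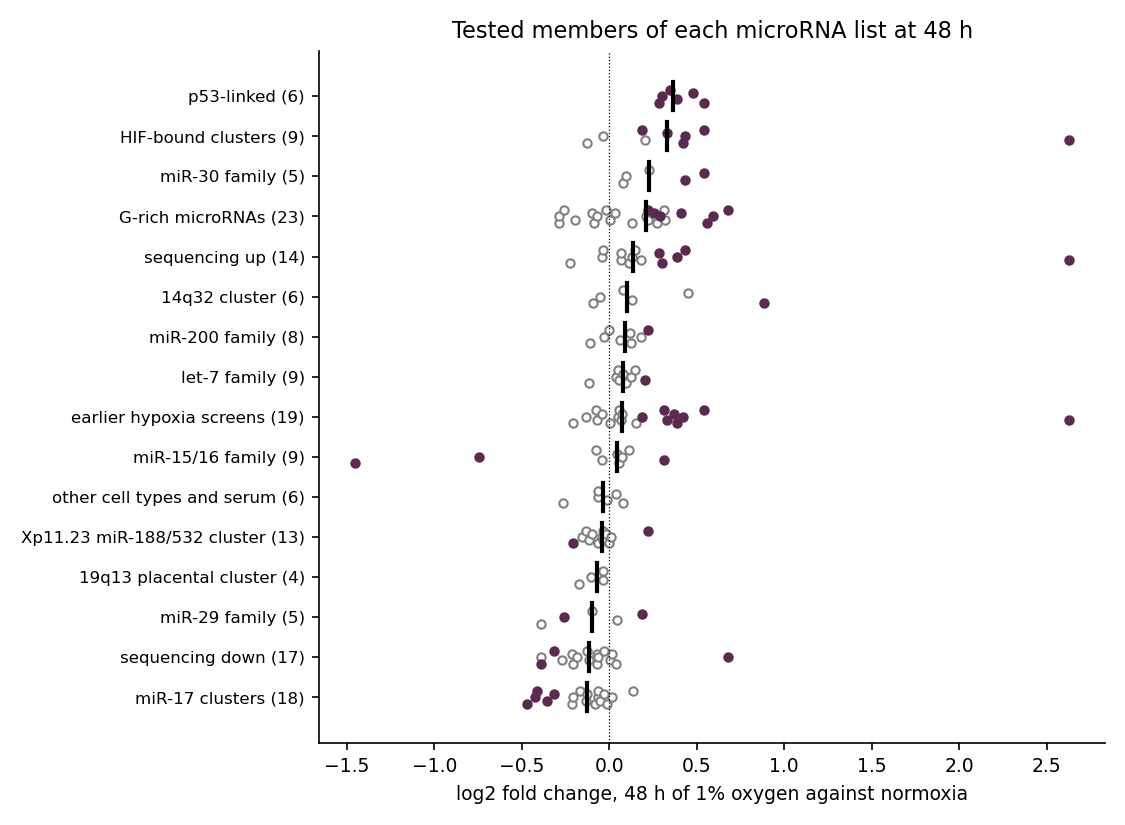
Log2 fold change at 48 h against normoxia for each tested member of the 16 lists, with the number tested in brackets. Filled points passed the adjusted p threshold, open points did not, and bars mark medians, which run from -0.13 for the miR-17 clusters to 0.37 for p53-linked microRNAs, while without scaling between arrays the median of the miR-17 clusters is 0.14 and that of all tested microRNAs 0.20.

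camera called no shift of the other families at any time against normoxia, although the miR-15/16 family was called lower at 32 h than at 16 h (adjusted p = 0.0490, against 0.519 with an estimated correlation and 0.0846 with slide as a term). Lists treated above were also called between times, such as the HIF-bound clusters, higher at 32 h than at 16 h (camera adjusted p = 0.0490). That value was 0.366 with an estimated correlation and 0.0785 with slide as a term. Of 9 let-7 members 0, 0 and 1 rose at the 3 times, the last being hsa-let-7e (log2 0.21 ± 0.06, with 0 when adjusted over the list alone), with a median of 0.08 at 48 h (camera adjusted p = 0.290). Of 8 members of the miR-200 family, which holds the epithelial state, 0, 2 and 1 rose, with hsa-miR-200a at 0.22 ± 0.05 and the list median at 0.09 at 48 h (0.415). In the miR-29 family (5 tested, median -0.10, adjusted p = 0.476) hsa-miR-29c* rose (0.19 ± 0.06) and hsa-miR-29b fell (-0.26 ± 0.08, sign turned without scaling). The miR-15/16 family (9 tested) held hsa-miR-503, hsa-miR-424 and hsa-miR-195, with a median of 0.04 and a mean of -0.19 that differed in sign (0.416). In the Xp11.23 cluster (13 tested, median -0.04, adjusted p = 0.321) hsa-miR-188-5p rose (0.22 ± 0.07, sign turned under both spot-based alternatives) and hsa-miR-362-3p fell (-0.21 ± 0.05). Of the 14q32 cluster (6 tested of 45, median 0.10, adjusted p = 0.290) hsa-miR-134 rose at all 3 times. With slide as a term hsa-miR-654-5p of this cluster rose at all 3 times too (log2 0.50, 0.36 and 0.45, adjusted p = 0.00055, 0.00068 and 0.00013), and hsa-miR-299-3p fell at 32 h (-0.23, adjusted p = 0.0352). That term also called hsa-let-7e at 32 h (adjusted p = 0.0409) and hsa-let-7i at 32 and 48 h (0.0135 and 0.0375). None of the 4 tested microRNAs of the placental cluster at 19q13 (median -0.07, adjusted p = 0.416) and none of the 6 tested markers of other cell types and serum (median -0.04, adjusted p = 0.531) passed at any time. Of the latter list, hsa-miR-451 was higher at 32 h in 3 of 29 settings, such as with slide as a term (log2 0.17, adjusted p = 0.0360), and hsa-miR-142-3p was called lower in 1, 2 and 3 of 26. The signs of the 48 h medians in this paragraph turned under at least 1 other scaling, except those of the 14q32 and 19q13 clusters, but some of these scalings moved the median of all tested microRNAs as well.

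The list named G-rich, meant as a sign of RNA quality, was shifted upwards at 16 h. The sequences of its members were not checked, so the list may hold some that are not rich in G. Without scaling between arrays camera did not call it (adjusted p = 0.0832), although its median over that of all tested microRNAs was 0.11 there and 0.12 with scaling. Of 23 tested members 3, 6 and 7 rose and 0 fell, with medians of 0.13, 0.09 and 0.21 (camera adjusted p = 0.0288, 0.0926 and 0.124, against 0.255, 0.287 and 0.347 with an estimated correlation); adjusted over the list alone, 4, 6 and 7 rose, and the 16 h medians were 0.14 in slide 1 and 0.17 in slide 2. Without the members of this list, 18 microRNAs were higher at 16 h, 39 at 32 h and 37 at 48 h, and the numbers lower were 12, 33 and 28. Only listed names were left out, so any G-rich microRNA outside the list stays in these counts. Before normalization, the summed signal of human microRNAs was also higher in hypoxia on all 8 arrays. Its mean was 47483 ± 6182 (SD, n = 3) in normoxia and 64480 ± 3469 (n = 8) in hypoxia, a ratio of 1.36 (two-sided exact permutation test, p = 0.0121, the smallest this design can give, and 0.0388 adjusted over 16 quantities). The ratio was 1.38 in slide 1 and 1.32 in slide 2. It was 0.802 (exact permutation p = 0.412) for the median over microRNAs, which was taken over 723 microRNAs of which at most 321 were detected on an array. The control named mr_1 had a ratio of 0.976 (exact permutation p = 0.606).

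**Figure D5:**
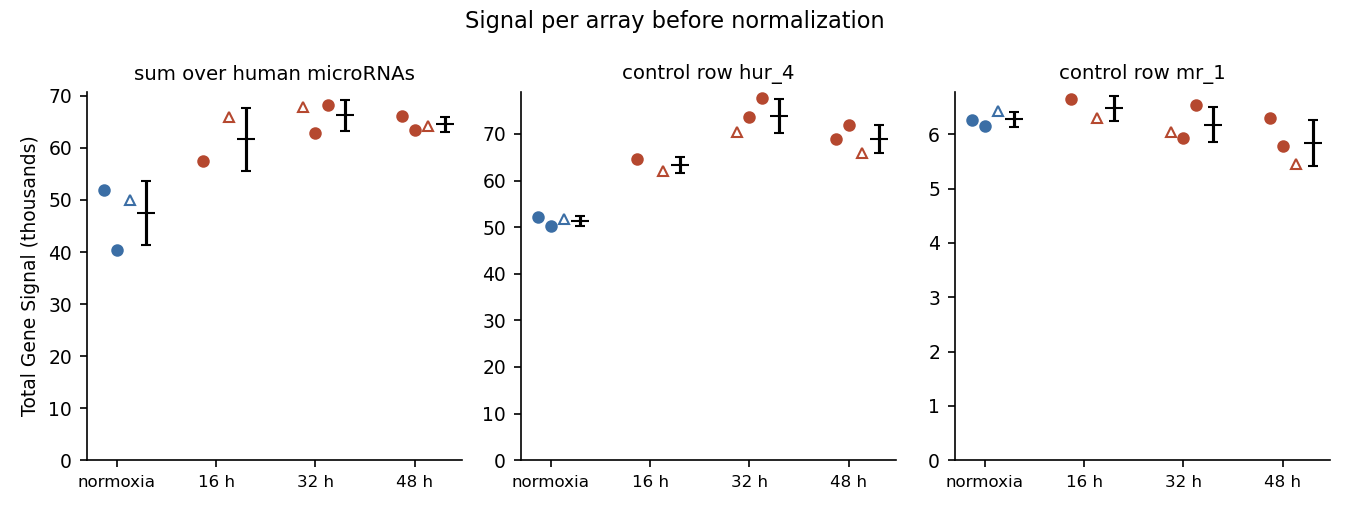
Total Gene Signal per array, in the units of the axis, before normalization: the sum over human microRNAs and the array controls hur_4 and mr_1, in normoxia and after 16, 32 and 48 h of 1% oxygen. Filled circles are arrays of slide 1, open triangles those of slide 2, while bars give the mean ± SD, and the hypoxia to normoxia ratios are 1.36, 1.35 and 0.976.

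Which microRNAs changed further between hypoxia times was tested directly. From 16 h to 32 h limma called 7 higher and 2 lower (44 with an unadjusted p under 0.05), from 32 h to 48 h 4 higher and 10 lower (57), and from 16 h to 48 h 16 higher and 9 lower (68). hsa-miR-210 went on rising in every step (log2 0.62 ± 0.06, 0.28 ± 0.06 and 0.91 ± 0.06), and hsa-miR-503 went on falling (-0.46 ± 0.07 from 16 h to 32 h). As no 48 h array had a spot of hsa-miR-503 well above background, its level at 48 h was at least 1.38-fold lower than at 32 h and at least 1.90-fold lower than at 16 h. hsa-miR-424, hsa-miR-149 and hsa-miR-205 fell mainly after 32 h (-0.56, -0.48 and -0.44 from 32 h to 48 h). hsa-miR-629*, hsa-miR-663, hsa-miR-636 and hsa-miR-602 declined after 32 h (-0.78, -0.48, -0.43 and -0.40), while hsa-miR-301a and hsa-miR-301b, which were lower at 32 h than in normoxia (-0.21, sign turned without scaling, and -0.36), went up (0.26 and 0.32). From 16 h to 48 h hsa-miR-30b (0.28), hsa-miR-30d (0.21), hsa-miR-193b (0.30) and hsa-miR-34a (0.26) rose further. With slide as a term the counts were 14 and 10, 8 and 23, and 22 and 16. Slide 1 alone gave 0 and 0 (limma, 29 with an unadjusted p under 0.05), 1 and 9, and 1 and 4. The counts of microRNAs changed between times moved with single arrays: from 16 h to 32 h, 1 was called without 16 h replicate 1, 1 without 16 h replicate 2, and 5 without normoxia replicate 3, 48 h replicate 1 or 48 h replicate 3. From 32 h to 48 h, 23 were called without normoxia replicate 1 and 9 without 32 h replicate 3, and from 16 h to 48 h, 5 and 8 without 16 h replicates 1 and 2 and 16 without 48 h replicate 3.

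The times shared much of their response. Of the microRNAs called at any time, 54 were higher, 48 lower and 0 went opposite ways. Of these, 18 were higher and 6 lower at all 3 times, among the former hsa-miR-210, hsa-miR-193b, hsa-miR-30b, hsa-miR-30d and hsa-miR-34a and among the latter hsa-miR-205, hsa-miR-503, hsa-miR-20a* and hsa-miR-23b*. At both 32 and 48 h, 35 were higher and 16 lower, where independence gives 6.53 and 3.05. All comparisons share the normoxia arrays, which alone gives a correlation: across microRNAs, Pearson's r between log2 fold changes was 0.831 (16 and 32 h), 0.772 (16 and 48 h) and 0.848 (32 and 48 h), against means of 0.428, 0.428 and 0.492 in 100 simulated datasets of unchanged groups with shared controls. The covariances were 0.0590, 0.0518 and 0.0804, against 0.00600, 0.00611 and 0.00612. The 3 normoxia arrays were not split between the comparisons, so the sharing was weighed only by this simulation, whose noise was independent between microRNAs.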

Values the study reported

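The study reported 228 microRNAs detected by both sequencing and arrays, with an average Pearson correlation of 0.30 between the fold changes of the 2 platforms. By sequencing, it gave fold changes for hsa-miR-210-3p of 3.24 at 16 h, 4.03 at 32 h and 3.96 at 48 h. It also reported that hsa-miR-27a-3p was significantly higher across the hypoxia time course on the arrays.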

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

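The tests of the G-rich list, of the summed signal and of the Xq26 microRNAs were chosen only after the results were seen, whereas the differences between times and the other splits of the arrays were planned before. Groups held 2 or 3 arrays, and no test of outlying arrays was run within them. The array weights, fitted over all groups, ran from 0.676 to 1.62.

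The effects of different hypoxia times were compared by limma contrasts, and differences that passed are given as log2 values. From 16 h to 32 h, hsa-miR-210 (0.62), hsa-miR-663 (0.54), hsa-miR-629* (0.51), hsa-miR-134 (0.46), hsa-miR-1225-5p (0.40), hsa-miR-371-5p (0.39) and hsa-miR-361-3p (0.29) rose, and hsa-miR-503 (-0.46) and hsa-miR-125b-1* (-0.64) fell. From 32 h to 48 h, hsa-miR-630 (0.51), hsa-miR-301b (0.32), hsa-miR-210 (0.28) and hsa-miR-301a (0.26) rose. Over the same step hsa-miR-629* (-0.78), hsa-miR-31 (-0.67), hsa-miR-503 (-0.64), hsa-miR-424 (-0.56), hsa-miR-149 (-0.48), hsa-miR-663 (-0.48), hsa-miR-205 (-0.44), hsa-miR-636 (-0.43) and hsa-miR-602 (-0.40) fell. From 16 h to 48 h, rises were largest for hsa-miR-210 (0.91), hsa-miR-574-3p (0.49) and hsa-miR-181a* (0.42). hsa-miR-361-3p (0.34), hsa-miR-193b* (0.34), hsa-miR-625 (0.33), hsa-miR-181a (0.31), hsa-miR-193b (0.30), hsa-miR-301b (0.29), hsa-miR-30b (0.28), hsa-miR-34b* (0.28), hsa-miR-34a (0.26), hsa-miR-301a (0.25) and hsa-miR-30d (0.21) rose by less. The 9 falls included those of hsa-miR-503 (-1.10), hsa-miR-424 (-0.82), hsa-miR-149 (-0.63), hsa-miR-31 (-0.63), hsa-miR-205 (-0.52) and hsa-miR-221 (-0.39). Calls outside the rule for named microRNAs, named after their values were seen, were hsa-miR-373* from 32 h to 48 h (at least 1.16-fold lower) and, from 16 h to 48 h, hsa-miR-365 (0.36), hsa-miR-425 (0.22), hsa-miR-193a-3p (-0.44), hsa-miR-542-3p (-0.43) and hsa-miR-95 (at least 1.20-fold lower). hsa-miR-31 and hsa-miR-125b-1* lay near the background, so their differences give no fold, apart from a bound of at least 1.06-fold lower for hsa-miR-31 from 16 h to 48 h. The values of hsa-miR-503 that involve 48 h are fitted ones, as no 48 h array had a spot of it well above background, and the bounds are at least 1.38-fold lower than at 32 h and at least 1.90-fold lower than at 16 h.

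Outside the human microRNAs, some viral probes and control features rose in hypoxia. kshv-miR-K12-3 was higher at 16, 32 and 48 h (log2 0.38, 0.63 and 0.33, adjusted p = 0.0319, 0.00035 and 0.0170) and hsv1-miR-LAT at 32 h and 48 h (0.91 and 0.55, adjusted p = 0.0011 and 0.0187), while the call of ebv-miR-BART7 at 32 h (fitted log2 0.43, adjusted p = 0.0389) gives no fold, because it was detected on 2 of 11 arrays and its group means lay below the floor. The controls named hur_1, hur_4 and hur_5, whose targets the files do not give, had hypoxia to normoxia ratios of 1.17, 1.35 and 1.39 (exact permutation p = 0.0121 each, 0.0388 adjusted over 16 quantities).

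The summed human signal before normalization was 1.36 times higher in hypoxia. Brighter arrays as a whole, in the sense of a like gain over all features, are argued against by the control mr_1 at a ratio of 0.976. The files do not give the target of mr_1, so a gain in part of the features is not covered. A slide effect is argued against by a ratio of 1.32 in the slide where it was smaller, and the 10 brightest microRNAs as the whole cause by a ratio of 1.33 without them. The ratio turned to 0.802 for the median over the 723 human microRNAs, of which 270 to 321 were detected per array, so that this median fell on microRNAs not detected. More RNA in the reaction or better labelling may account for it in part, since the median ratio of the 5 hur controls was 1.17. No biological explanation was tested, and hypoxia itself stays open.

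The rise of the G-rich list at 16 h was seen in both slides, with the smaller median at 0.139, which argues against a slide effect. Scaling between arrays stays open. The excess of the list over all tested microRNAs was at least 0.0899 under each of 7 other scalings of the Total Gene Signal, which gives scaling no support. Without scaling the call was lost (camera adjusted p = 0.0832) for a reason not tested, while the excess was 0.108, against 0.117 with scaling. What keeps scaling open is the spread between arrays, which depended on the score: for the median of values centred per microRNA the excess was 0.15 ± 0.04 (SE) with scaling and 0.11 ± 0.04 without, and for that of uncentred values, within 2 SE of 0 in both, 0.14 ± 0.11 and 0.17 ± 0.11. Where the starting values changed as well, the excess was 0.0172 under normexp with quantile normalization and 0.128 on processed spot intensity. Probes that catch other RNA may contribute and stay open, because 1 of 11 viral microRNAs detected on all arrays was called higher at 16 h. No biological explanation was tested.

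The 6 microRNAs of Xq26 had a median of -0.34 at 48 h and of -0.28 without hsa-miR-424 and hsa-miR-503. A slide effect is argued against by medians of -0.34 and -0.36 within slides, and scaling between arrays by medians of -0.253 or lower, relative to all tested microRNAs, under each of 7 other scalings of the Total Gene Signal. Without any scaling the fall in a score per array, the median of values centred per microRNA, was -0.44 ± 0.04 (SE) and that of uncentred values -0.61 ± 0.07. The size of the fall varied in the settings where the starting values changed as well. The median was -0.0546 under normexp with quantile normalization but -0.556 on processed spot intensity. Signal at the floor stays open: the 4 members well above background on every normoxia and 48 h array had a median of -0.322, but hsa-miR-503 and hsa-miR-450a were not among them. No biological explanation was tested.

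At 32 h and 48 h against normoxia and at 48 h against 32 h, the real grouping gave 78, 72 and 14 calls and the highest of the other splits gave 0 each time (limma), with the real split the 1 of 10 with as many; there were too few splits for a share under 0.05.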

How the results depend on the processing

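The settings without scaling between arrays, with slide 1 alone, without the G-rich list and with other summaries of the summed signal were chosen only after the results were seen. Of 319 results for named microRNAs, 175 were called, 161 of these kept their sign under every setting, and 41 were called in the same direction under every setting other than the stricter thresholds, among them hsa-miR-210 at all 3 times, hsa-miR-629* at all 3 times, and hsa-miR-205, hsa-miR-424 and hsa-miR-149 at 48 h. Counts below are of microRNAs unless stated otherwise, for each hypoxia time against normoxia or between times, beside the shared calls at 32 and 48 h (51) and the shifted lists over all times (18). Except where the setting by its construction changes the scale, the filter or the threshold, the cause was not tested. Low signals, which VSN flattens, limit the smaller folds.

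Scaling to the 75th percentile of microRNAs detected on all arrays gave 3, 20 and 15 higher and 11, 39 and 41 lower at 16, 32 and 48 h, so that falls outnumbered rises, 0 changed from 16 h to 32 h (limma, 31 with an unadjusted p under 0.05), 8 from 32 h to 48 h and 6 from 16 h to 48 h, 10 lists, and log2 values of -0.013 for hsa-miR-30d and -0.012 for hsa-miR-34a at 16 h. Scaling over all microRNAs gave 9 higher and 5 lower at 16 h, 70 higher and 15 lower at 32 h and 31 changed from 16 h to 32 h. Quantile normalization gave 9 higher at 16 h, 3 changed from 16 h to 32 h and 15 from 16 h to 48 h, with hsa-miR-24 at -0.079 at 48 h and hsa-miR-301a at -0.021 from 16 h to 48 h. VSN fitted to detected microRNAs gave 14 changed from 16 h to 32 h, and a VSN share of 0.5 gave 16, with 22 from 32 h to 48 h. Normexp with quantile normalization on spots gave 5 higher and 5 lower at 16 h, 23 higher at 32 h, 26 higher at 48 h, 4 changed from 16 h to 32 h, 11 from 16 h to 48 h and 11 lists, with hsa-miR-188-5p at -0.10 at 32 h and -0.14 at 48 h and hsa-miR-193b at -0.010 at 16 h. Processed spot intensity gave 6, 24 and 21 higher and 9, 28 and 30 lower, 2, 5 and 9 changed between times in the order above and 30 shared calls, with hsa-miR-188-5p at -0.029 at 48 h and hsa-miR-193b at -0.049 at 16 h. No scaling gave 68, 123 and 107 higher, 4, 5 and 8 lower, 7 changed from 16 h to 48 h and 100 shared calls, with hsa-miR-183 at 0.034 and hsa-miR-205 at 0.042 at 16 h, hsa-miR-205 at 0.044, hsa-miR-29a at 0.33, hsa-miR-301a at 0.17, hsa-miR-362-5p at 0.041 and hsa-miR-103 at 0.19 at 32 h, and hsa-miR-29b at 0.031 at 48 h.

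No detection filter gave 5 and 29 higher at 16 and 32 h, 2, 15 and 18 lower, 1, 7 and 8 changed between times and 32 shared calls. Detection on every array gave 15 changed from 16 h to 32 h and 22 from 32 h to 48 h, and the scanner's flag gave 16 and 24. Only the groups compared gave 6 higher and 2 lower at 16 h, 17 lower at 48 h, 3 changed from 16 h to 32 h and 8 from 16 h to 48 h. From 32 h to 48 h an intensity trend gave 23 changed and array weights 28. The block by slide, and the identical one by scan, gave 51 lower at 32 h, 43 lower at 48 h and 24, 31 and 38 changed between times. The block by replicate number, which may or may not pair cultures, gave 11 higher and 7 lower at 16 h and 4, 8 and 11 changed between times. An adjusted p under 0.01 gave 5, 27 and 26 higher, 3, 12 and 16 lower, 1, 7 and 9 changed between times and 29 shared calls. Changes of at least 1.5-fold numbered 8, 12 and 10 higher, 0 (limma), 2 and 5 lower, 2, 3 and 5 between times and 8 shared calls. Slide 1 alone gave 11 higher and 1 lower at 16 h, 14 lower at 32 h, 0 changed from 16 h to 32 h (limma, 29 with an unadjusted p under 0.05) and 5 from 16 h to 48 h. An estimated correlation in camera gave 0 lists and fry gave 29. The ratio of the summed signal was 0.802 when taken as the median over microRNAs (exact permutation p = 0.412).

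Without each array in turn, 4 to 22 were higher and 1 to 11 lower at 16 h, 33 to 43 higher and 20 to 38 lower at 32 h, and 31 to 39 higher and 18 to 31 lower at 48 h. Between times, 1 to 12, 9 to 23 and 5 to 30 changed, with 39 to 50 shared calls and 11 to 18 lists. Counts at 16 h moved to 7 higher and 3 lower without normoxia replicate 1, 7 and 5 without normoxia replicate 2, 9 and 6 without 16 h replicate 1, and 4 and 1 without 16 h replicate 2, where the lone array left is assumed to vary like those of the other groups. Lower counts moved to 20 at 32 h without normoxia replicate 3 and to 18 at 48 h without 48 h replicate 3, and lists to 11 without normoxia replicate 1. From 16 h to 32 h, 1 changed without 16 h replicate 1, 1 without 16 h replicate 2, and 5 each without normoxia replicate 3, 48 h replicate 1 and 48 h replicate 3. From 32 h to 48 h, 23 changed without normoxia replicate 1 and 9 without 32 h replicate 3, and from 16 h to 48 h, 5 without 16 h replicate 1, 8 without 16 h replicate 2 and 16 without 48 h replicate 3.

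Among single microRNAs, 4301 values of called results were the same under other settings, 1255 weaker and 16 reversed, and for results not called 4279 were the same, 225 stronger and 1 reversed. For lists these numbers were 461 the same and 115 weaker among called shifts, and 922 the same and 26 stronger among the others.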

Other observations

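No tests in this part were planned, so the comparisons of viral probes and control features named here were chosen only after the results were seen.

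ebv-miR-BART13, a viral microRNA without a source in these cells by their labels, was the viral feature that fell at every time: from 7.84 in normoxia to 6.82 at 16 h, 6.85 at 32 h and 6.74 at 48 h (log2 -1.02, -0.99 and -1.10; adjusted p = 1.1e-05, 4.5e-06 and 1.3e-06). At 32 h hcmv-miR-US25-2-5p (log2 -0.47, adjusted p = 0.016) and hiv1-miR-N367 (-0.36, adjusted p = 0.045) were also called. The call of hiv1-miR-N367 gives no fold, since none of its arrays had a spot well above background. In all, 1, 3 and 2 of 16 viral microRNAs were called higher and 1, 3 and 1 lower at the 3 times, and among the 11 detected on all arrays these numbers were 1, 2 and 2 and 1, 2 and 1.

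hsa-miR-21 took 36.2% ± 1.83 (SD, n = 3) of the summed human signal in normoxia and 37.7%, 37.3% and 37.2% at 16, 32 and 48 h. It was followed in normoxia by hsa-miR-923 (6.56%), hsa-let-7a (5.40%), hsa-let-7f (4.10%) and hsa-miR-23a (3.66%, and 4.19% at 48 h). The controls hur_2 and hur_6 had hypoxia to normoxia ratios of 1.17 and 1.13 and the bright corner spots 0.856, with exact permutation p adjusted over 16 quantities of 0.0646, 0.0831 and 0.194.

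The fold change of hsa-miR-210 at 48 h was 6.18 here. That is higher than the sequencing value quoted from the study above. Under normexp with quantile normalization on spots, its fold change was 2.83, which is lower than the quoted value, so the direction of this difference depends on the setting.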
